A study of Homo sapiens with 15 samples. Its data were reported in "Martinostat as a novel HDAC inhibitor to overcome tyrosine kinase inhibitor resistance in chronic myeloid leukemia" (2025).

How the data were processed

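The measurements were gene-level mRNA sequencing values of K562 cells, an established human cell line of chronic myeloid leukaemia that carries the BCR-ABL fusion. Cells had been treated with martinostat, an inhibitor of histone deacetylases (HDACs), and untreated cells served as the control. There were 15 libraries in 5 groups of 3: untreated cells and cells exposed for 24 h to 0.15, 0.25, 0.5 or 1 µM martinostat. Groups and replicate numbers were taken from the labels of the samples. The labels number biological replicates but do not say whether equal numbers in different groups belong together. Pairing was therefore checked on the values, as the correlation of the deviations of same-numbered libraries from their group means. Between 0.25 and 0.5 µM it was 0.266, 0.268 and 0.579 for replicates 1, 2 and 3, against 0.0944 and 0.236 between replicates 1 and 2 of these groups, and in the other pairs of groups it was 0.0918 or lower.

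The authors isolated total RNA, selected poly(A) RNA, prepared libraries with a directional (strand-keeping) kit and sequenced them as paired ends. According to the methods of the study, reads were checked with FastQC, trimmed with Trim Galore and Trimmomatic and aligned to hg38 with HISAT2, and fragments were counted per GENCODE gene with featureCounts. The deposited count table held the raw counts of 60649 genes in the 15 libraries, not normalised. The strand setting of the counting was not stated, and the values bore on it. Among 16 protein-coding genes with at least 95% of their exon bases under exons of the opposite strand only, 13 (81.3%) had 0 counts in all libraries. The same held for 485 of 10499 genes (4.62%) that shared no exon with another gene. Fragments in exon stretches shared between strands were therefore evidently not assigned to either gene, and the values of genes that overlap another gene rest on the rest of their exons. All 37 genes of the mitochondrial genome had 0 counts in all libraries, so the mitochondrial share, a usual measure of library quality, was not used here.

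The deposited FPKM tables, 1 per library, gave the fragments of each gene divided by a gene length and by the library total, as computed by the authors. Dividing the counts by the FPKM returned 1 length per gene in all libraries. That length equalled the genomic span of the gene, introns included, in 92.7% of the 48212 genes with a position in the annotation used here, and the sum of the counts of the library was the depth. These FPKM therefore lie below values computed on exon length, by a factor that differs between genes and not between libraries, and they carry no correction for composition.

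Symbols were found for 99.7% of the gene identifiers with their version ignored. Positions, exons and the share of exon bases under other genes were taken from a later GENCODE release on hg38, in which 54131 identifiers had the same version.

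Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed with filterByExpr, which left 23711 genes. Libraries were scaled by the trimmed mean of M values (TMM), and CPM, the usual count relative to library size, were computed on the scaled library sizes. All 15 libraries entered a single fit with the group as the only term, so that the groups shared the estimate of the spread, and each comparison was tested with the robust quasi-likelihood F test. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and a change over 2-fold required in addition an absolute log2 fold change over 1. The fit had 10 residual degrees of freedom, a common dispersion of 0.0520 and a median of 8.54 prior degrees of freedom. The biological coefficient of variation was 0.228.

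The tests followed the question of the study, which genes martinostat changes at each concentration. Each dose was compared with untreated cells, each dose with the next, and 1 µM with 0.15 µM. A test over the 5 groups was added. A gene counted as opposite between low and high dose when it was called against untreated cells at 0.15 µM and at 1 µM with opposite signs and was also called between these doses. Genes were named by a rule: the genes that the text of the study names for this experiment, in 4 lists, and, among genes with a mean of at least 10 CPM that were called in the same direction at all 4 doses and whose 1 µM and untreated libraries did not overlap, the 4 with the highest and the 4 with the lowest log2 fold change at 1 µM. The 2 opposite genes of each kind with the largest change between 0.15 and 1 µM were named too. A list of 11 HDAC genes and a list of 10 globin genes, for the erythroid character of K562 cells, served as references. Calls in a list were also adjusted over the list alone. Values of 1 listed gene are not reported here.

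Another 7 gene sets (S phase, G2/M phase, mitochondrial ribosome, DNA repair, autophagy and apoptosis, with the cytosolic ribosome as a comparison set) were tested with camera at a preset inter-gene correlation of 0.01, with adjustment over the 28 tests of 7 sets at 4 doses. Alternatives were fry and a correlation estimated per set. Detected genes were counted after each library had been thinned to the smallest total, 23755510 counts, as the mean of 5 random draws. These numbers and the FPKM of STAT5A and ABL1 were compared with two-sided exact permutation tests, for which 3 libraries against 3 cannot give a p below 0.1, with Benjamini-Hochberg adjustment over 12 tests. Ratios against untreated groups with 1 to 3 counts were given with 95% counting intervals. Ratios against groups with 0 counts were computed against a floor of 3 counts and given with the lower limit of the 95% counting interval. Intervals and floors cover counting error only, since the libraries carried no molecular identifiers.

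Library totals ranged from 23755510 to 32805574 counts. The procedures were tested on simulated data, with counts drawn for the 23711 genes from the means and library sizes of the real libraries and 200 genes changed 2-fold or 4-fold. Of the simulated genes, 22352 passed the filter of edgeR. In the simulated comparison of 0.15 µM with untreated cells, edgeR recovered 65.0% of the changed genes and called 6 unchanged genes. In that of 1 µM with 0.5 µM, it recovered 56.0% of the 2-fold and 97.0% of the 4-fold changes and called 4 unchanged genes.

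The alternatives were DESeq2 1.42.0, the tool the authors used, scaling by DESeq2-type size factors (RLE) or by library totals only, no filter, a filter of at least 10 counts in every library, only the libraries of the groups compared, the replicate number as a block, a test against a 2-fold change (glmTreat), limma 3.58.1 on log2(FPKM + 1) and on log2(FPKM + 0.1), and leaving out each library in turn. These alternatives, the comparisons, the lists and the rule for naming genes were chosen before the data were examined. A TMM scaling computed on genes with a mean of at least 10 CPM, corrections for the GC content and exon length trend of each library, and leaving out replicate 3 at 0.25 µM together with replicate 3 at 0.5 µM were chosen after seeing the data. Pathway enrichment from term databases was not used here, and no spike-in standard was used here, so all changes are relative to the scaling.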

Results

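To find which genes martinostat changes, and at which concentration, mRNA was sequenced from K562 cells left untreated or exposed for 24 h to 0.15, 0.25, 0.5 or 1 µM of the inhibitor. There were 3 libraries per group and 15 in all. Library totals ranged from 23755510 to 32805574 counts. Across genes, the Pearson correlation of log2 CPM between libraries of the same group ran from 0.957 to 0.987, with the reservation that genes are not independent replicates. No pair of libraries in a group agreed within sampling noise (lowest chi-square per degree of freedom 5.85), so all 15 were treated as separate samples. The first principal component held 63.3% of the variance and the second 16.8%. On the third component, which held 4.47%, the third replicates at 0.25 and 0.5 µM lay at 70.1 and 75.4, and the other 13 libraries at 16.0 or lower.

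**Figure D1:**
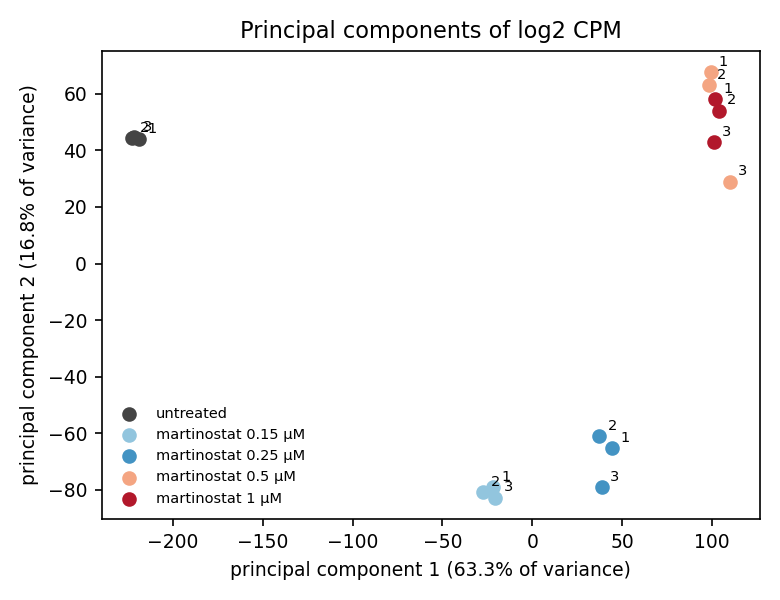
Position of the 15 libraries on the first 2 principal components of log2 CPM (arbitrary units), 1 point per library, coloured by group and numbered by replicate. Untreated libraries lie between -223 and -219 on the first component, and the libraries at 0.5 and 1 µM share the range from 98.0 to 109.9.

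Each dose was first compared with untreated cells, to ask how many genes respond. Of 23711 tested genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 12148 (51.2%) at 0.15 µM, 14761 (62.3%) at 0.25 µM, 15872 (66.9%) at 0.5 µM and 15707 (66.2%) at 1 µM. The numbers with a change over 2-fold were 7714, 10795, 12370 and 12242 in the same order. At any of the doses 18944 genes were called, and 17447 (73.6%) differed among the 5 groups. The alternative that moved the numbers of called genes at single doses most was the filter of at least 10 counts in every library, under which 14096 genes were tested and 7517, 8851, 9784 and 9690 were called. A set of 5843 genes was higher at all 4 doses and 3569 genes were lower at all 4. Of the genes called at 1 µM, 6138 of the 9193 higher and 3735 of the 6514 lower genes were called in the same direction at 0.15 µM.

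**Figure D2:**
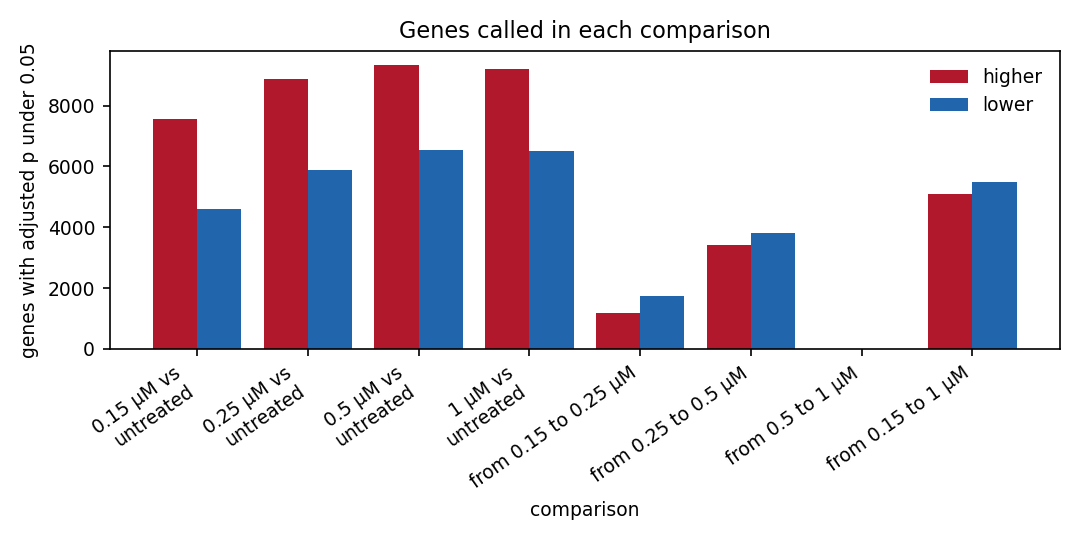
Number of genes with an adjusted p under 0.05 in 8 comparisons (vertical axis, number of genes; TMM scaling), with bars for genes higher (red) and lower (blue) in the group with the higher dose. Against untreated cells the higher bars run from 7557 at 0.15 µM to 9336 at 0.5 µM and the lower bars from 4591 to 6536, and no gene was called between 0.5 and 1 µM.

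The split into higher and lower genes depended on the scaling of the libraries. With TMM, 7557 of the called genes were higher and 4591 lower at 0.15 µM, and 9193 were higher and 6514 lower at 1 µM, so the higher share was 62.2%, 60.1%, 58.8% and 58.5% from the lowest to the highest dose. By library totals alone the same shares were 81.9%, 79.2%, 70.2% and 69.3% (9582 higher and 2118 lower at 0.15 µM, 10808 and 4777 at 1 µM). With TMM factors from genes of at least 10 CPM they were 75.8%, 75.3%, 71.1% and 70.1%. The median log2 fold change of all tested genes, from the lowest to the highest dose, was 0.28, 0.32, 0.34 and 0.32 with TMM, against 0.64, 0.85, 0.72 and 0.67 with library totals and 0.54, 0.73, 0.75 and 0.70 with the genes of at least 10 CPM. Changes below are given on the TMM scale and are to be read relative to these medians. Among the 10128 genes with a mean of at least 10 CPM, TMM gave 2681 higher and 4898 lower genes at 1 µM, while library totals gave 3536 and 3676 and the other TMM factors 3677 and 3641. In the remaining, less expressed genes, higher calls outnumbered lower calls under each of these scalings (6512 against 1616 with TMM).

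Consecutive doses were compared to ask where the response changes. From 0.15 to 0.25 µM 2911 genes were called, from 0.25 to 0.5 µM 7211 genes, and from 0.15 to 1 µM 10562 genes (5090 higher, 5472 lower). Between 0.5 and 1 µM the number was 0, with 372 genes at an unadjusted p under 0.05. That is below the share of 0.05 of tested genes that no change would give. The count from 0.15 to 0.25 µM dropped to 1802, 1870 or 1704 without replicate 1, 2 or 3 at 0.15 µM and to 1940 without replicate 2 at 0.25 µM. The direction from 0.15 to 0.25 µM depended on the scaling: 1175 genes (40.4%) were higher with TMM, against 56.8% with RLE, 61.6% with library totals (1581 higher, 986 lower) and 64.7% with TMM factors from genes of at least 10 CPM (1882 higher, 1025 lower). From 0.25 to 0.5 µM, 3409 genes (47.3%) were higher with TMM and 34.8% with library totals (2409 higher, 4521 lower), while RLE gave 50.1%. From 0.15 to 1 µM, 48.2% were higher with TMM and 47.5% with library totals, but 54.8% with RLE (5838 higher, 4809 lower) and 55.6% with TMM factors from genes of at least 10 CPM (5897 higher, 4710 lower).

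The log2 fold changes against untreated cells were similar between doses. Across genes, Pearson's r was 0.944 between 0.15 and 0.25 µM, 0.804 between 0.15 and 1 µM and 0.985 between 0.5 and 1 µM. Comparisons that share the untreated libraries correlate without any effect: in 20 simulations of unchanged groups against the same untreated libraries the mean r was 0.516, 0.514 and 0.509 for these pairs. Genes changed with the same sign in 88.7%, 80.1% and 94.8% of cases, against 69.0% in the simulations of each pair.

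The study named cyclins and cyclin-dependent kinases (CDKs) as reduced. Of the 10 genes, 9 were called lower and 1 higher at 0.15 and 0.25 µM, and 10 were lower at 0.5 and 1 µM, and the counts adjusted over the list alone were the same. The study chose this list and those of the inhibitors, of autophagy and apoptosis and of the BCR-ABL pathway on these samples, so counts adjusted over the lists alone are not independent evidence. With library totals, RLE or TMM factors from genes of at least 10 CPM, 9 of the 10 were called at 1 µM, and the median of the list stayed below 0 under each scaling. CCNA2 fell from 428 ± 21.5 CPM in untreated cells to 61.3 ± 4.89 CPM at 1 µM (SD, n = 3). Its log2 fold change was -2.80 (SE 0.31, adjusted p 7.38e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 libraries. CDK6 went from 441 ± 22.2 to 68.7 ± 9.35 CPM, and CDK1 from 184 ± 29.9 to 56.8 ± 4.91 CPM. The exception was CCND1 (cyclin D1, ENSG00000110092.4, chromosome 11, 69641156 to 69654474 on hg38), which had 13.0 ± 1.33 CPM in untreated cells, 24.2 ± 3.12 CPM at 0.15 µM and 4.75 ± 0.387 CPM at 1 µM. It was higher at 0.15 µM by 0.90 (SE 0.21, adjusted p 0.00137) and lower at 1 µM with -1.45 (SE 0.22, adjusted p 9.17e-06) in the same edgeR test, with 3 of 3 libraries outside the untreated range both times. The CCNE2 call at 1 µM (-0.68, SE 0.27, adjusted p 0.0336 in the edgeR test with the same adjustment, 3 of 3 libraries lower) was lost in 12 of 28 alternatives. Among them were library totals (-0.32) and the fits without untreated replicate 2 (-0.65) or 3 (-0.60) or without replicate 1, 2 or 3 at 1 µM (-0.66, -0.69 and -0.69). Of the exon bases of CCNE2 37.1% lie under a gene of the opposite strand, of CDK4 44.2% and of CCND1 10.4%, and the values of such genes rest on the remaining exon bases and are uncertain.

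The study named inhibitors of CDKs as increased. At each dose 3 of the 5, CDKN1A, CDKN1C and CDKN2D, were called higher, and the count adjusted over the list alone was also 3. CDKN1A (p21, ENSG00000124762.14, chromosome 6, 36676460 to 36687337) rose from 3.90 ± 1.08 CPM to 61.6 ± 3.91, 127 ± 30.0, 341 ± 49.7 and 356 ± 51.2 CPM (SD, n = 3) with increasing dose. At 1 µM its log2 fold change was 6.51 (SE 0.25, adjusted p 1.88e-13 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 libraries). In the same test CDKN1C, from 18.0 ± 2.74 to 808 ± 186 CPM, changed by 5.49 (SE 0.30) and CDKN2D, from 1.71 ± 0.289 to 13.1 ± 3.94 CPM, by 2.93 (SE 0.28). The other two were lower. CDKN1B went from 70.7 ± 4.23 to 30.6 ± 2.47 CPM at 1 µM (-1.21, SE 0.12, adjusted p 6e-08 in edgeR's test, lower in 3 of 3 libraries), a call that no alternative removed. Its lower call at 0.15 µM (-0.31) was lost in 18 of 28 alternatives, among them library totals (0.06), the stricter filter (-0.13) and 10 of the 15 fits that left out 1 library, for example without untreated replicate 2 (-0.27) or without replicate 3 at 0.15 µM (-0.27). Its lower call at 0.25 µM (-0.37) was lost in 7 of 28, among them library totals (0.16) and the stricter filter (-0.09), and in none of the fits that left out 1 library. CDKN2C (ENSG00000123080.12, chromosome 1, 50960745 to 50974634) had 56.4 ± 5.40 CPM in untreated cells and 35.3 ± 2.60 CPM at 1 µM (-0.68, SE 0.20, adjusted p 0.00506 in edgeR's test, lower in 3 of 3 libraries). With library totals the latter was -0.33 and no longer called, and at 0.15 µM CDKN2C did not differ (-0.16, SE 0.19, adjusted p 0.529). At 0.25 µM its call rested on replicate 3 (-0.58, and -0.38 without that library, which was not called). CDKN2C was lower at 0.25, 0.5 and 1 µM under all of the 4 scalings, though not always called, and 20.4% of its exon bases lie under a gene of the opposite strand.

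Genes of autophagy and apoptosis were named in the study as lower at low and higher at high concentrations. At 0.15 µM, 1 of the 6 genes was called lower and 2 were called higher, the same as adjusted over the list alone. At 1 µM 5 were higher, or 6 adjusted over the list alone, and none was lower. SQSTM1 (p62, ENSG00000161011.20, chromosome 5, 179806398 to 179838078) had 140 ± 6.24 CPM in untreated cells, 99.9 ± 6.94 CPM at 0.15 µM, 545 ± 142 CPM at 0.5 µM and 590 ± 78.9 CPM at 1 µM (SD, n = 3). Its lower value at 0.15 µM (-0.49, SE 0.20, adjusted p 0.0475 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 3 of 3 libraries) lost its call under library totals (-0.13) and in 11 of the 15 fits that left out 1 library, for example without replicate 2 at 0.15 µM (-0.44). Its increase at 1 µM (2.07, SE 0.21, adjusted p 4.92e-08 in the same test, 3 of 3 libraries higher) held under all 28 alternatives, and so did the step from 0.15 to 1 µM. Of the exon bases of SQSTM1, 22.4% lie under a gene of the opposite strand. LAMP2 rose from 335 ± 18.7 to 953 ± 57.2 CPM and PINK1 from 15.5 ± 1.31 to 60.9 ± 2.31 CPM at 1 µM. PINK1 was already higher at 0.15 µM (36.7 ± 2.31 CPM), and 39.5% of its exon bases lie under a gene of the opposite strand. BIK had 1 count in the 3 untreated libraries together, 78 at 0.15 µM and 503 at 1 µM, a ratio of 69.0 (95% counting interval 12.0 to 2759) and 445 (79.5 to 17607). BAD varied between replicates (28.3 ± 19.8 CPM at 1 µM against 9.88 ± 2.07 CPM) and was not called (1.52, SE 0.68, adjusted p 0.0653 in edgeR's test with the same adjustment, higher in 3 of 3 libraries), although 11 of 28 alternatives called it, among them library totals and the fit without replicate 3 at 1 µM (1.80).

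Genes of the BCR-ABL pathway were compared because imatinib, the drug the study combined with martinostat, acts on this kinase. Counts per gene do not separate transcripts of the BCR-ABL fusion from those of the normal BCR and ABL1 genes. Of 6 genes, 3 were called lower at 0.15 µM, 6 at 0.25 and 0.5 µM and 5 at 1 µM, with the same counts adjusted over the list alone. By library totals the counts were 2, 2, 4 and 4, and none was higher under any of the 4 scalings. STAT5A (ENSG00000126561.18, chromosome 17, 42287547 to 42311943) fell from 510 ± 36.5 CPM to 247 ± 24.9, 77.9 ± 4.61, 9.63 ± 1.63 and 9.62 ± 1.20 CPM (SD, n = 3). The log2 fold change was -1.05 (SE 0.15, adjusted p 9.34e-06) at 0.15 µM and -5.73 (SE 0.18, adjusted p 1.67e-14) at 1 µM by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 3 of 3 libraries at each dose, and no alternative removed either call. JAK2 went from 31.8 ± 4.76 to 5.96 ± 0.462 CPM and STAT5B from 273 ± 26.7 to 41.5 ± 2.93 CPM at 1 µM, but at 0.15 µM STAT5B was not called (-0.33, SE 0.16, adjusted p 0.0975 in edgeR's test, libraries overlapping). BCR was called lower at 1 µM (-0.46, SE 0.18, adjusted p 0.0306 in edgeR's test, 3 of 3 libraries lower), a call that was lost in 9 of 28 alternatives, library totals (-0.11) and the fits without untreated replicate 1 (-0.49) or 3 (-0.39) or without replicate 2 at 1 µM (-0.30) among them. ABL1 (ENSG00000097007.19, chromosome 9, 130713043 to 130887675) had 590 ± 50.1 CPM untreated and 487 ± 78.8 CPM at 1 µM and was not called there (-0.28, SE 0.17, adjusted p 0.166 in the same test, 3 of 3 libraries lower). Its lower call at 0.5 µM (-0.40) was absent under 21 of 28 alternatives, and without replicate 3 at that dose the value was -0.28. At 0.25 µM (-0.54) the call was lost without untreated replicate 3 (-0.48) and by library totals (-0.03).

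The deposited FPKM of STAT5A were 16.7 ± 0.735 in untreated cells and 10.4 ± 0.791, 3.69 ± 0.595, 0.417 ± 0.129 and 0.403 ± 0.0517 with increasing dose (SD, n = 3). Every treated library lay below every untreated library, and each dose reached the smallest p that 3 against 3 libraries allow (two-sided exact permutation p 0.1, 0.15 after Benjamini-Hochberg adjustment over 12 tests). The FPKM of ABL1 were 2.70 ± 0.184 untreated, 3.14 ± 0.428 at 0.15 µM (two-sided exact permutation p 0.2, adjusted 0.267) and 2.85 ± 0.468 at 1 µM (exact p 0.8, adjusted 0.8), a difference of 0.150 that was smaller than the spread between replicates. Single libraries decided its size: with each of the 6 libraries left out in turn it ran from 0.0107 without replicate 3 at 1 µM to 0.420 without replicate 2 at that dose. Divided by the TMM factors, the difference for ABL1 at 1 µM was -0.591 and had the opposite sign.

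**Figure D3:**
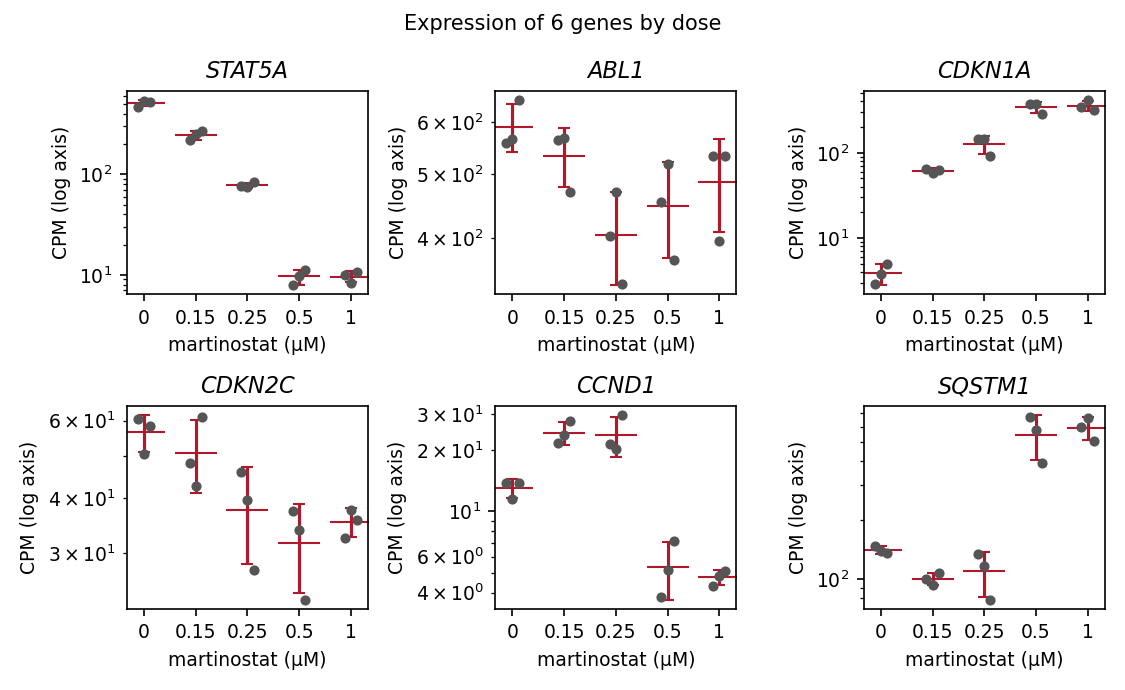
CPM of STAT5A, ABL1, CDKN1A, CDKN2C, CCND1 and SQSTM1 (vertical axis, log scale) against the martinostat dose in µM, with points for single libraries and red bars for the mean ± SD of 3. STAT5A runs from 510 to 9.62 CPM and CDKN1A from 3.90 to 356 CPM, while ABL1 stays between group means of 405 and 590 CPM.

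Among genes called in the same direction at all doses, the highest changes belonged to genes with 0 counts in the 3 untreated libraries, whose folds are lower bounds. MIR7-3HG (ENSG00000176840.12, chromosome 19, 4769031 to 4785077), a long non-coding RNA, reached 344 ± 53.8 CPM at 1 µM, at least 8705-fold higher. NOVA2, ALPG and SNCB reached 65.5 ± 9.29, 63.7 ± 2.57 and 51.9 ± 3.95 CPM (SD, n = 3), which is at least 1655-, 1611- and 1313-fold higher. SNCB was near this level at 0.15 µM already (43.1 ± 7.09 CPM), while MIR7-3HG stood at 0.302 ± 0.102 CPM there. The lowest change belonged to HEMGN (ENSG00000136929.13, chromosome 9, 97926791 to 97944856), from 279 ± 35.4 to 1.08 ± 0.284 CPM. Its log2 fold change was -8.00 (SE 0.24, adjusted p 1.08e-14 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 3 of 3 libraries). KLF1 (406 ± 31.2 to 3.58 ± 0.449 CPM), SLC6A19 (97.9 ± 9.67 to 1.41 ± 0.0829 CPM) and STAT5A followed.

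Low and high dose acted in opposite directions on a small part of the genes. Called lower at 0.15 µM, higher at 1 µM and different between these doses were 127 genes, and 339 genes showed the reverse. The alternative that moved the former count most, as a ratio, was limma on log2(FPKM + 1) with 39 genes, while library totals gave 51 and the correction for GC content and length over all libraries gave 314. It dropped to 79, 74 or 68 without untreated replicate 1, 2 or 3 and to 82 without replicate 1 at 1 µM. The latter count was 518 when only the libraries compared were fitted and 222 without untreated replicate 1. ODC1 (ornithine decarboxylase, ENSG00000115758.13, chromosome 2, 10439968 to 10448327) fell from 1242 ± 18.9 CPM to 260 ± 15.2 CPM at 0.15 µM and reached 2409 ± 384 CPM at 1 µM (SD, n = 3). The log2 fold changes were -2.26 (SE 0.18, adjusted p 8.62e-09) and 0.96 (SE 0.18, adjusted p 9.73e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 3 of 3 libraries each, and both calls held in all 28 alternatives. The pseudogene ENSG00000232471 had 19 counts in the untreated libraries, 2 at 0.15 µM and 69 at 1 µM, and its higher call at 1 µM was lost without untreated replicate 3 or without replicate 1 or 2 at 1 µM. MIR223HG rose from 7.75 ± 2.79 to 46.8 ± 7.35 CPM at 0.15 µM and fell to 0.0699 ± 0.000967 CPM at 1 µM. The latter stands for very few counts per library, so its small SD says little about the spread. At 0.25 µM its libraries had 12.6, 13.4 and 73.9 CPM, and its change there of 2.11 was 0.77 and not called without replicate 3. The processed pseudogene TXNL4AP1 had 36 counts in untreated cells, 170 at 0.15 µM and 0 at 1 µM.

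Of the 7 gene sets, 6 stood for categories that the study named as regulated, and the cytosolic ribosome was added for comparison. With camera, 20 of the 28 tests of 7 sets at 4 doses were called, all lower relative to the other genes: S phase, G2/M phase, mitochondrial ribosome, cytosolic ribosome and DNA repair at each dose. With fry 18 of these 20 were called in the same direction, the exceptions being the cytosolic ribosome at 0.5 and 1 µM, and with a correlation estimated per set 0 of the 28 were called, with 7 at an unadjusted p under 0.05. At 1 µM the median log2 fold change was -1.45 for the 43 S phase genes (39 lower, 0 higher, adjusted p 1.35e-13 by camera with Benjamini-Hochberg adjustment), -1.37 for the 77 mitochondrial ribosome genes (70 lower, 1 higher), -1.04 for the 54 G2/M genes (36 lower, 3 higher) and -0.82 for the 75 DNA repair genes (48 lower, 7 higher). These 4 medians were below 0 under each of the 4 scalings at every dose. The cytosolic ribosome had a median of -0.42 at 1 µM with TMM and of -0.06 with library totals, and at 0.5 µM it was 0.05 with TMM factors from genes of at least 10 CPM. Autophagy (0.28 at 1 µM, 21 higher and 13 lower of 45 genes) and apoptosis (-0.28, 12 higher and 19 lower of 42) were not called by camera. Fry, which tests a set against no change and not relative to the other genes, called both in part, with Benjamini-Hochberg adjustment. It called autophagy higher at 0.5 and 1 µM (adjusted p 1.97e-05 and 1.77e-05). It called apoptosis at each dose, higher at 0.15 and 0.25 µM (adjusted p 0.00241 and 0.00393, medians -0.06 and 0.02) and lower at 0.5 and 1 µM (adjusted p 0.00481 and 0.0110, medians -0.29 and -0.28). The median of autophagy was -0.28 at 0.15 µM and 0.09 there with library totals, and that of apoptosis was 0.10 at 0.5 µM and 0.07 at 1 µM with library totals. At 1 µM autophagy had 29 higher and 3 lower genes with library totals, with a median of 0.63 against 0.67 for all genes.

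The HDAC genes, whose family holds the targets of the inhibitor, and the globin genes were looked at as references. Of 11 HDAC genes, 3 were higher and 3 lower at 1 µM, with the same counts adjusted over the list alone, and the median of the list was -0.10 with TMM and 0.26 with library totals (5 higher, 3 lower). HDAC7 fell from 140 ± 6.40 to 16.3 ± 3.28 CPM (-3.10, SE 0.18, adjusted p 2.76e-11 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 3 of 3 libraries). HDAC11 rose from 6.39 ± 0.534 to 26.2 ± 1.31 CPM (2.04, SE 0.23, adjusted p 2.31e-07 in the same test, 3 of 3 libraries higher). Of 9 tested globin genes, 6 were lower and 1 higher at 1 µM, also when adjusted over the list alone, and 5 were lower with library totals. HBZ went from 1052 ± 57.7 to 84.2 ± 9.66 CPM. The near-identical pairs HBA1 and HBA2, and HBG1 and HBG2, are uncertain because reads can be split between the copies, and HBE1, the higher gene, whose libraries at 1 µM overlapped the untreated ones, shares 90.0% of its exon bases with another gene.

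More genes were detected after treatment at equal depth. With each library thinned to 23755510 counts, 25492 ± 299 genes had at least 1 count in untreated cells and 31492 ± 1067, 34219 ± 1816, 32681 ± 1376 and 33154 ± 286 genes with increasing dose (SD, n = 3). The treated and untreated libraries did not overlap at any dose (two-sided exact permutation p 0.1, the smallest possible, 0.15 after Benjamini-Hochberg adjustment). The difference between 1 µM and untreated cells was 7662 genes, and 4560 with a minimum of 10 counts, the alternative that moved it most.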

Values the study reported

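For K562 cells treated with martinostat, the study reported that 0.15 and 0.25 µM lowered intracellular ATP by 7.6% and 31.6% and raised caspase-3/7 activity 1.9-fold and 4.0-fold. Release of the protein HMGB1 rose 1.5- and 3.3-fold at the same concentrations. The share of imatinib-sensitive K562 cells in G1 phase increased 1.9-fold.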

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

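The corrections for GC content and exon length, the TMM factors from genes of at least 10 CPM and the fit without replicate 3 at 0.25 and 0.5 µM were tests chosen after the result was seen.

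The effects of low and high dose differed in sign for 127 genes that were lower at 0.15 µM and higher at 1 µM, and for these genes the difference between the doses was itself called. In 100 splits of the 15 libraries into 5 groups of 3, 1 split, the real one, gave as many such genes. That count decides nothing, because in 97 of the 99 other splits no gene at all was called among the 5 groups, so the count had little room to rise above 0. A trend with GC content or gene length was argued against as the whole cause, since 87 of the 127 genes were still found after that trend was removed over all libraries. The scaling between libraries stayed open: with library totals 51 genes were found, of which 22 were among the 127, and with TMM factors from genes of at least 10 CPM 41 of 128 were shared. With RLE and with DESeq2 all 127 were shared, of 193 and 220. The number dropped to 79, 74 and 68 without untreated replicate 1, 2 and 3 and to 82 without replicate 1 at 1 µM. The median of all genes moved with the scaling, so most of these genes may owe their lower value at 0.15 µM or their higher value at 1 µM to it. ODC1 is an exception, with values from -2.31 to -1.87 at 0.15 µM and from 0.86 to 1.34 at 1 µM over its 28 alternatives.

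In the other direction, 339 genes were higher at 0.15 µM and lower at 1 µM, again with a called difference between the doses. Of the 100 splits 1, the real one, gave as many, which for the same reason decides nothing. After removal of the trends with GC content and length 197 of the 339 genes were found again, and with library totals 201 of the 339, which argues against either as the whole cause. All 275 genes found with RLE and 309 of the 320 found with DESeq2 were among the 339. Without untreated replicate 1 the number was 222. A response that differs between low and high dose may be the source of this set, as a hypothesis found and tested on the same data. Reads shared with overlapping genes or pseudogenes were not tested for the set, and for the named pseudogene TXNL4AP1 they stay open.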

How the results depend on the processing

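The TMM factors from genes of at least 10 CPM, the corrections for GC content and length (within groups, or over all libraries) and the fit without replicate 3 at 0.25 and 0.5 µM were tests chosen after seeing the data.

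Of 25 counts and differences, 6 were classed as kept under all alternatives run on them. This class allowed a count to move and did not cover the split into higher and lower genes. Among the 6, the genes called from 0.25 to 0.5 µM ran from 4841 to 8265, against 7211 in the fit reported above. Those called from 0.15 to 1 µM ran from 7564 to 12356, against 10562. The BCR-ABL genes lower at 1 µM ran from 4 to 6, against 5, and the CDK inhibitors higher at 1 µM stayed at 3. Of the 190 values of named genes, 145 kept their side of the threshold, and where called their direction, under all alternatives, and 45 did not. The 145 include 3 values that were not called and changed sign under at least 1 alternative: ABL1 and CCNE2 from 0.15 to 1 µM and ENSG00000232471 at 0.25 µM. Over the 5274 alternatives, 5037 kept the call or its absence (34 of them not called and of the other sign), 172 lost the call, 53 gained it and 12 changed sign with a call on at least 1 side.

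With at least 10 counts in every library, fewer genes were tested, and 7517, 8851, 9784 and 9690 were called from the lowest to the highest dose, 3167, 4729, 6159 and 6100 of them over 2-fold, and 11139 among the 5 groups. The counts over 2-fold were 851, 1613, 2511 and 2497 with limma on log2(FPKM + 1) and 3611, 5609, 7187 and 7062 with log2(FPKM + 0.1), scales that understate the change of low genes, and 4766 at 0.15 µM when tested against a 2-fold change. From 0.15 to 0.25 µM, 1866 genes were called with only the 6 libraries compared, and from 1704 to 4022 across the 15 fits that each left out 1 library. Between 0.5 and 1 µM limma called 1 gene on either scale, and the fits that left out 1 library called 0 (372 genes at an unadjusted p under 0.05 with all libraries).

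The number lower at 0.15 µM and higher at 1 µM was 193 with RLE, 51 with library totals, 220 with DESeq2, 39 and 45 with limma (pseudocounts 1 and 0.1), 205 and 314 with the GC and length corrections within groups and over all libraries, 257 without replicate 3 at 0.25 and 0.5 µM and 266 with only the libraries compared, and from 68 to 172 across the fits without 1 library. The reverse number was 518 with only the libraries compared and from 222 to 411 without 1 library. Why these 2 numbers moved was not tested beyond the count of shared genes.

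The 1 autophagy and apoptosis gene lower at 0.15 µM, SQSTM1, became 0 with library totals, the stricter filter, limma on either scale and TMM factors from genes of at least 10 CPM, and 0 to 1 across the fits without 1 library. The adjusted p of SQSTM1 there, with Benjamini-Hochberg adjustment in edgeR, DESeq2 or limma, ran from 2.98e-05 to 0.573, with log2 fold changes from -1.06 to -0.10. The BCR-ABL genes lower at 0.15 µM were 6 with the GC and length correction over all libraries. With an estimated correlation 0 gene sets were called (7 at an unadjusted p under 0.05), with adjusted p from 0.147 to 0.694 by camera with Benjamini-Hochberg adjustment. For these the cause was not tested.

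Among called values, signs changed for few named genes. CDKN1B at 0.15 µM was 0.06 with library totals and 0.03 and 0.05 with limma (adjusted p over its alternatives from edgeR, DESeq2 and limma up to 0.792). At 0.25 µM it was 0.16 with library totals, 0.09 and 0.14 with limma and 0.05 with TMM factors from genes of at least 10 CPM. PIK3CA at 0.25 µM was 0.02 with library totals and 0.00 with limma on either scale, ABL1 at 0.5 µM was 0.00 with TMM factors from genes of at least 10 CPM, and CCNE2 at 1 µM was 0.00 with the GC and length correction over all libraries. The cause was not tested.

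The difference in detected genes between 1 µM and untreated cells was 4560 genes with at least 10 counts and 7200.4 at the smaller depth. That of the FPKM of STAT5A was -20.5 after division by the TMM factor. For ABL1 it was -0.591 after that division and -103 in CPM, against 0.150 in FPKM, which carry no correction for composition.

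No pairing by replicate number was seen outside 0.25 and 0.5 µM, and between these doses it could not be decided. Of 30 same-numbered pairs across groups, with a median correlation of deviations of -0.0193, 3 were over 0.1. These were the 3 pairs between 0.25 and 0.5 µM. Deviations from a mean of 3 libraries cancel out, so a likeness of replicate 3 alone also raises the correlations among replicates 1 and 2. Different-numbered pairs of replicates 1 and 2 were positive too (0.236 and 0.0944, against 0.266 and 0.268 for same-numbered pairs). With the number as a replicate block, 12136, 14750, 15816 and 15808 genes were called against untreated cells, 2896, 7161, 0 and 10576 from 0.15 to 0.25, 0.25 to 0.5, 0.5 to 1 and 0.15 to 1 µM, and 17397 among the groups, and no count moved by over 1.5 times.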

Other observations

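The tests on replicate 3 at 0.25 and 0.5 µM as libraries apart from their groups were chosen after the result was seen. So was the test of the choice among scalings. The fit without replicate 3 at 0.5 µM alone, RLE and library totals were among the alternatives chosen before.

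Replicate 3 at 0.25 µM and replicate 3 at 0.5 µM stood apart from their groups in a like way. The correlation of their deviations was 0.848 across 11880 genes and 0.838 after removal of trends with GC content and gene length, which argues against such a bias as the cause. A swap between the groups was argued against too: the library at 0.25 µM correlated with its own group at 0.969 and with 0.5 µM at 0.917, that at 0.5 µM with its own group at 0.961 and with 0.25 µM at 0.937, so the smaller margin for the own group was 0.0246. The other 3 libraries numbered 3 did not share the pattern, with a highest correlation of 0.0918. A lower effective exposure would place the deviation along the axis to the next lower dose. The libraries lay 8.53% and 20.7% of the way to that dose, but 0.563% and 6.84% of their squared deviation was along the axis, which argues against lower exposure as the whole cause and leaves it open as a part. Genomic DNA would add counts in genes at 0 in untreated cells. In the library at 0.25 µM these counts were 0.918 times those of the higher group mate. They lay between the values of the group mates (2465 CPM against 2687 and 2201), so no excess was seen. At 1 µM the top 1% of such genes held 61.8% of their counts, so this sum cannot rule out genomic DNA, which stays open. At 0.5 µM the ratio was 1.29 (4198 CPM against 3255 and 3144), and there genomic DNA and a true difference in such genes cannot be told apart, since a single library shows it. A preparation batch of this pair alone may be the cause and stays open, because the labels give no batch.

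No gene was called between 0.5 and 1 µM. Spread brought by replicate 3 at 0.5 µM stays open as a reason. Without it the number was again 0, but only 2 libraries were left in the group. The genes at an unadjusted p under 0.05 rose from 372 to 1126, or to 1640 when replicate 3 at 0.25 µM was left out as well. With no change, a share of 0.05 of the tested genes (23711 with all libraries) would fall under this p. The 372 genes with all libraries lay below that share, so the test may have been too strict between these doses. A count of 0 therefore does not show that expression was equal. The rise to 1126 does not by itself show differing genes either. In simulated data for this comparison, with changed genes of at least 1 CPM, 56.0% of 2-fold and 97.0% of 4-fold changes were recovered. Small differences may therefore have gone undetected. All 10 of the 10 splits of these 6 libraries gave at least as many genes, which a count of 0 fixes in advance and which therefore decides nothing.

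For the other comparisons of 3 with 3 libraries, 1 of the 10 splits, the real one, gave as many genes. This held for the genes called and those changed over 2-fold at each dose, for the steps from 0.15 to 0.25, 0.25 to 0.5 and 0.15 to 1 µM, and for the lists of cyclins and CDKs, CDK inhibitors, autophagy and apoptosis genes and BCR-ABL genes, at 0.15 and 1 µM where both were counted. Among the other splits the highest number was 213 genes, in 1 split of 0.25 against 0.5 µM. Of the 4 splits of these groups that part all 3 same-numbered pairs, 1, the real one, gave as many genes, and the other splits part 1 pair. A share below 0.1 cannot be reached with 10 splits. Over the 5 groups, 1 of 100 partitions gave as many as 17447 genes, and the next highest gave 12718. For the gene sets, 24 of 100 partitions gave 20 or more called sets by camera, up to 25, so that number is not beyond what partitions of these libraries give.

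More genes were detected at 1 µM than in untreated cells. Library depth was argued against, since the difference at a common depth was 7662 genes. Genomic DNA stays open. Among 29160 genes at 0 in untreated cells, 18519 were at 0 at 1 µM as well and the top 1% (292 genes) held 61.8% of the 1 µM counts, but these few genes do not show where the low counts of the many others came from. A wider set of active genes after inhibition of HDACs may be the source too, as a hypothesis, and reads shared with overlapping genes stay open.

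Over all tested genes, higher calls outnumbered lower calls at 1 µM with each of the 4 scalings, with a lowest share of 58.5%. This argues against the choice among them as the cause of that excess. Among genes with a mean of at least 10 CPM, lower calls outnumbered higher calls with TMM (2681 higher, 4898 lower), RLE and library totals. With TMM factors from these genes they did not (3677 higher, 3641 lower). With at least 10 counts in every library the share over all tested genes was 51.6% (4998 higher, 4692 lower). All 4 scalings assume that totals or most genes are level, and a change in the amount of RNA per cell could not be seen here.

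The share of counts in long non-coding RNA was 1.52% (SD 0.0808, n = 3) in untreated cells and 2.65%, 3.70%, 4.69% and 4.41% with increasing dose. MALAT1, chosen after its values were seen, took 0.295% ± 0.0350 of counts in untreated cells and 0.537% ± 0.0549, 1.18% ± 0.543, 2.43% ± 1.04 and 2.43% ± 0.166 with increasing dose (SD, n = 3). Replicate 3 lay lower than its group mates at 0.25 µM (0.557% against 1.46% and 1.53%) and at 0.5 µM (1.24% against 2.86% and 3.18%). The gene is overlapped on the opposite strand, which limits its count. No explanation was tested.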
